A study of Homo sapiens with 8 samples. Its data were reported in "FOXA1 and adaptive response determinants to HER2 targeted therapy in TBCRC 036" (2021).

How the data were processed

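RNA with a poly(A) tail was sequenced from 8 cultures of the human breast cancer cell lines SKBR-3 and BT474m1, each treated for 48 h, per the labels, with DMSO, 300 nM lapatinib, 300 nM JQ1 or both drugs. The study's methods text names a shorter treatment for its cell lines in general. A figure legend of the study that shows SKBR-3 values from RNA sequencing names the same time as the labels, and the labels were followed. The groups were taken from the labels, and each of the 8 groups held 1 library.

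The deposited values are a signal per gene: read counts estimated with RSEM and scaled by the authors so that the upper quartile of the genes above 0 in each library is 1000. Each of the 8 deposited tables lists 20531 genes by symbol and Entrez identifier. The study's methods text names the hg38 assembly, STAR and Salmon, whereas these tables are of RSEM and list an older set of genes, so that it is uncertain whether that assembly, aligner and annotation apply to them. The value of 1 read was recovered in each library as the common step between values, and lay between 0.471 and 0.766 units. With that step, between 83.3% and 84.8% of the values above 0 were whole numbers of reads. The rest were fractional estimates, which arise where reads are divided between genes.

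Values were analysed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with a value of 10 or more in at least 1 of the 8 libraries were kept, which left 14429 genes and removed 6102. The log2 fold change was the difference of log2(value + 1), and a gene was counted as changed at a fold change of 2 or more in either direction. Lapatinib, JQ1 and both drugs were each compared with DMSO, and both drugs with lapatinib, within each line. The pseudocount is that of the study's methods text. The filter has the size given there but was applied to the scaled values, in which 1 read is worth less than 1 unit, and so is stricter than the same filter on reads. With 1 library per group no test across replicates was possible, so that no p-value is given.

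The depth was taken as the values divided by the value of 1 read, summed over genes, and ran from 21420113 to 34112379 reads on genes. A 95% interval for each log2 fold change was computed from the recovered read counts with the exact Clopper-Pearson interval for the share of reads in one of the 2 libraries. The floor of 3 reads corresponded to 1.41 to 2.30 units. Intervals and floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules. They take no account of the spread between cultures. A fold change against a library with 3 reads or fewer was computed against the floor and is given as a lower bound.

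Genes were named by a rule set before the values were known. The rule took the members of 4 lists (ERBB receptors, transcription factors and kinases that the study discusses, and BET inhibitor markers) and the FOX genes with a value of 1000 or more in any library. It also took, for each drug treatment against DMSO, the 5 genes that rose most and the 5 that fell most, ranked by the smaller change of the 2 lines, among genes changed in the same direction in both lines with a value of at least 100 in 1 library of the contrast in each line. The result for 1 gene that the rule takes is not reported. Genes given values outside this rule were chosen after their values were seen, and the text says so.

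Gene lists were also written before the values were known, 14 in all with 297 members, each of which was found in the tables under its current or an older symbol. The median log2 fold change of each list was placed among those of 10000 random lists of the same size, matched in 20 bins of mean expression (seed 20). Its percentile describes these libraries only, since genes are not independent replicates. Medians at or beyond the 2.5 and 97.5 percentiles are called past the random lists.

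Positions come from the RefSeq annotation of GRCh38.p14, matched by Entrez identifier for 20372 of the 20531 genes (99.2%). They locate the gene and not the reads, since it is uncertain which build the tables rest on.

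The alternatives set beforehand were a pseudocount of 10, scaling by the median of ratios or to equal totals, no filter, a filter at 100, the mean of a list in place of its median, and, for the genes raised by lapatinib, the genes chosen in the other line and random genes matched on expression (100 draws). Counting only genes whose interval excluded no change was an alternative chosen after seeing the data. The effect of each is given after the report.

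The method was tested on simulated data drawn at the depth of these libraries. Of 12324 simulated genes, 200 with a DMSO value of 100 or more were changed 4-fold, and 200 of those were called. Their median log2 fold changes were 1.99 for those raised and -2.03 for those lowered. Recovery of genes with lower values, or of changes near 2-fold, was not tested. Of 12124 unchanged simulated genes, 41 (0.338%) were called at least 2-fold changed, and 0 of the 9584 with a value of 100 or more were. The 95% intervals covered the true value in 95.4% of 12321 simulated genes. Among 400 lists of unchanged genes, 4.25% passed the percentiles. These lists were random draws from nearly the same simulated genes as the random lists, so this share checks the arithmetic only. Lists of genes that move together were not simulated. The simulation held counting error and no spread between cultures.

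Chromatin, protein and patient measurements of the study were not used here, and isoforms, variants and reads were not analysed.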

Results

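Gene expression was measured by sequencing poly(A) RNA from 2 breast cancer cell lines with amplified HER2. SKBR-3 lacks estrogen and progesterone receptors, and BT474m1, a derivative of BT474, expresses both. Each line received DMSO (the vehicle), 300 nM lapatinib (an inhibitor of the EGFR and HER2 kinases), 300 nM JQ1 (an inhibitor of the BET bromodomain proteins) or both drugs for 48 h, which gave 8 groups of 1 library. No difference could therefore be set against a spread between replicates, and the 95% intervals given with the log2 fold changes cover counting error only. The values are normalised read counts, scaled by the authors to an upper quartile of 1000 among the genes above 0.

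The depth in SKBR-3 was 22082533 reads on genes with DMSO, 21420113 with lapatinib, 27143871 with JQ1 and 24418865 with both drugs. In BT474m1 it was 34112379, 26574899, 33876455 and 27297712 reads in the same order. Between 14839 and 16389 genes had a value above 0. The 20 highest genes took from 6.83% to 14% of the summed values, with the highest share in SKBR-3 treated with JQ1. The labels do not say whether the lines were sequenced together.

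With DMSO, 3866 of the 14429 genes kept were at least 2-fold higher in BT474m1 than in SKBR-3 and 2256 were at least 2-fold lower. The median log2 difference was 0.21, and the log2 values of the lines had a Pearson r of 0.783 across genes, which are not independent replicates. A filter at 100 moved these counts most, to 2761 and 1622.

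The first comparison asked how each drug changed expression within a line. Lapatinib raised 1598 genes (11.1%) at least 2-fold in SKBR-3 and lowered 1362 (9.44%). In BT474m1 it raised 2023 genes (14%) and lowered 1163 (8.06%). JQ1 raised 541 genes (3.75%) and lowered 1708 (11.8%) in SKBR-3, and raised 694 (4.81%) and lowered 1701 (11.8%) in BT474m1. Both drugs together raised 1561 genes (10.8%) and lowered 3008 (20.8%) in SKBR-3, and raised 2045 (14.2%) and lowered 2209 (15.3%) in BT474m1. Against lapatinib alone, both drugs raised 465 genes and lowered 2342 in SKBR-3, and raised 751 and lowered 1807 in BT474m1. The share of changed genes that fell was 75.9% with JQ1 in SKBR-3 and 71.0% in BT474m1, against 46.0% and 36.5% with lapatinib. With equal totals, lapatinib raised 1433 genes in SKBR-3 and lowered 1444, so that 50.2% of the changed genes fell there and the balance turned. A pseudocount of 10 moved these counts most: the genes higher with both drugs than with lapatinib in SKBR-3 went from 465 to 240. Among the genes changed by JQ1, the interval excluded no change for 422 raised and 1410 lowered genes in SKBR-3, and for 631 raised and 1597 lowered genes in BT474m1.

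**Figure D1:**
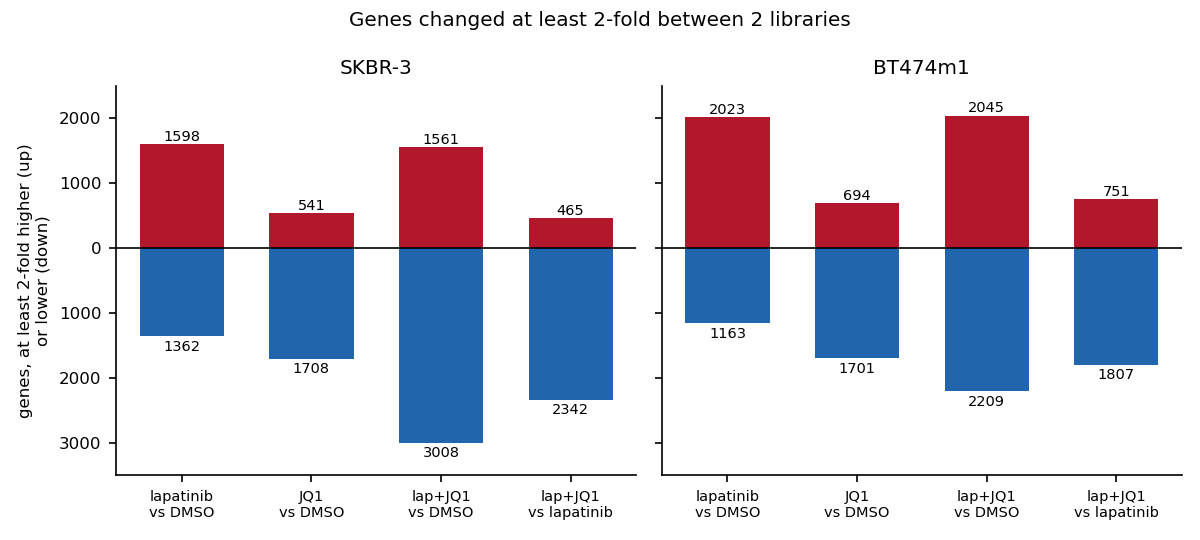
Number of genes at least 2-fold higher (red bars, upward) or at least 2-fold lower (blue bars, downward) in each of 4 contrasts, for SKBR-3 and BT474m1, with 1 library per treatment. JQ1 lowered 1708 and 1701 genes and raised 541 and 694, while lapatinib raised 1598 and 2023 and lowered 1362 and 1163.

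The next comparison asked whether the lines, the only repeat of each contrast, changed alike. The log2 fold changes of the lines had a Pearson r across genes of 0.51 with lapatinib, 0.46 with JQ1, 0.55 with both drugs, and 0.42 for both drugs against lapatinib. Spearman's rho was 0.453, 0.50, 0.508 and 0.438. Lapatinib raised 634 genes in both lines, where 224 would overlap if the lines were independent, and lowered 599, where 109.8 would. JQ1 raised 168 genes in both lines against 26.0 under independence, and lowered 766 against 201. Both drugs raised 643 genes in both lines against 221, and lowered 1288 against 461. Of the genes raised by lapatinib in SKBR-3, 81.4% also moved upward in BT474m1, and of those lowered, 78.4% moved downward. For JQ1 the shares were 74.7% and 80.7%. Of the genes raised in BT474m1, smaller shares moved upward in SKBR-3, 68.6% with lapatinib and 67.7% with JQ1, and of those lowered, 75.7% and 80.8% moved downward. Lapatinib changed 149 genes at least 2-fold in opposite directions, JQ1 76, and both drugs 260. A pseudocount of 10 moved the overlaps most, from 164 to 72 genes raised by both drugs against lapatinib in both lines.

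The ERBB receptors were examined because a rise in HER3 and other kinases is part of the adaptive response to lapatinib that the study addresses. ERBB2 (Entrez 2064; GRCh38.p14 chromosome 17, 39688094 to 39728658), which encodes HER2, rose in SKBR-3 from 112656 with DMSO to 277859 with lapatinib. This was a log2 fold change of 1.30 (95% interval 1.29 to 1.31). With both drugs it stood at 277872, a change of 0.00 against lapatinib. In BT474m1 it rose from 95962 to 118705 with lapatinib, by 0.31 (0.30 to 0.32), and stood at 104594 with both drugs. The last part of ERBB2 overlaps MIEN1 on the reference, so that the assignment of reads between the pair is uncertain. ERBB3 (Entrez 2065; chromosome 12, 56080108 to 56103505), which encodes HER3, rose with lapatinib in SKBR-3 from 3623 to 9897, by 1.45 (1.4 to 1.5), and in BT474m1 from 5557 to 12375, by 1.15 (1.12 to 1.19). With both drugs its value was 7619 in SKBR-3 and 8897 in BT474m1. These values were lower than with lapatinib alone, by -0.38 (-0.41 to -0.34) and -0.48 (-0.51 to -0.45), and higher than with DMSO, by 1.07 and 0.68. Scaling to equal totals moved ERBB3 most: its JQ1 change in SKBR-3 went from -0.15 to -0.29. EGFR (Entrez 1956) changed by 0.28 with lapatinib in SKBR-3 and by 0.69 in BT474m1. ERBB4 (Entrez 2066) rose from 27.9 to 62.0 in SKBR-3, by 1.12 (0.58 to 1.74), and by 0.47 in BT474m1.

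**Figure D2:**
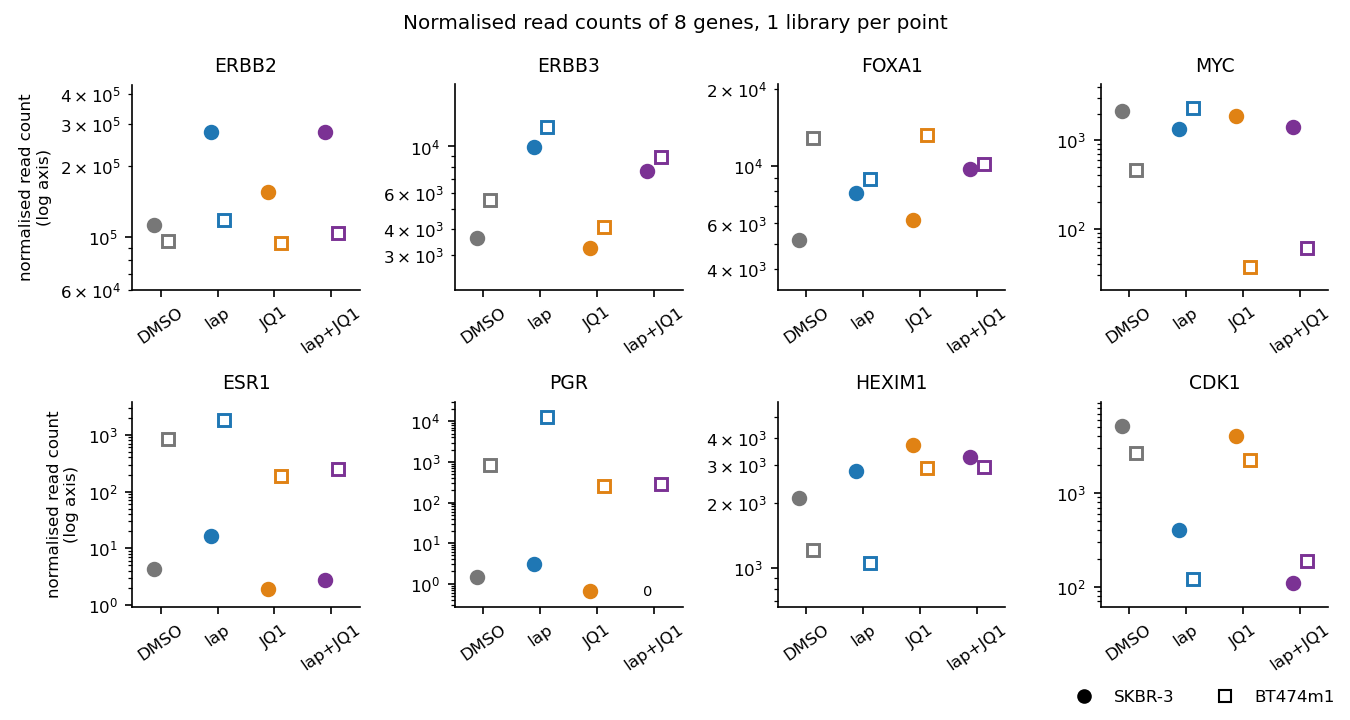
Normalised read counts (log axis) of 8 named genes with DMSO, lapatinib, JQ1 and both drugs, with filled circles for SKBR-3, open squares for BT474m1 and 1 library per point. ERBB3 rose with lapatinib in both lines (3623 to 9897 and 5557 to 12375), while PGR rose from 858 to 12466 in BT474m1 and fell to 290.3 there with both drugs.

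Among the other kinases that the study discusses, DDR1 (Entrez 780) rose with lapatinib by 1.06 (1.03 to 1.10) in SKBR-3 and by 0.69 (0.66 to 0.73) in BT474m1. With both drugs it was below lapatinib alone by -0.43 and -0.14. PTK6 (Entrez 5753) changed with JQ1 by -1.33 in SKBR-3 and by -1.42 in BT474m1. TRIB3 (Entrez 57761) changed with both drugs by 0.62 in SKBR-3 and by -1.60 in BT474m1. CDK1 (Entrez 983) changed with lapatinib by -3.66 and -4.44. Adding JQ1 to lapatinib changed CDK1 by a further -1.88 (-2.15 to -1.63) in SKBR-3, whereas in BT474m1 its change against lapatinib was 0.65 (0.39 to 0.91).

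FOXA1 (Entrez 3169; chromosome 14, 37589552 to 37595249) was examined as a factor that the study ties to the adaptive response. In SKBR-3 it rose from 5198 with DMSO to 7884 with lapatinib, by 0.60 (0.56 to 0.64), and to 9780 with both drugs, by 0.91. In BT474m1 it changed from 12907 to 8957 with lapatinib, by -0.53 (-0.56 to -0.50), and to 10157 with both drugs, by -0.35. FOXA1 had the highest value of the FOX family in 7 of the 8 libraries. In BT474m1 with both drugs, FOXO3 stood higher, at 10845 against 10157. FOXO3 (Entrez 2309) rose with lapatinib by 1.5 in SKBR-3 and 1.15 in BT474m1, and with both drugs by 2.69 and 1.71. Its values are uncertain, because the ratio of its near-identical copy FOXO3B to FOXO3 stayed between 0.403 and 0.594 in the 8 libraries. In BT474m1 with lapatinib, FOXO3 (7360) would also pass FOXA1 (8957) if the reads of FOXO3B were counted with it. FOXN3 (Entrez 1112) rose with lapatinib by 1.28 and 0.87. FOXM1 (Entrez 2305) fell in SKBR-3 from 3274 with DMSO to 272 with lapatinib, 1348 with JQ1 and 17.9 with both drugs. In BT474m1 it fell from 3087 to 121, 1085 and 66.4.

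Among the other transcription factors of the study, some moved differently between the lines and others moved alike. XBP1 (Entrez 7494) rose with lapatinib by 1.88 in SKBR-3 and 0.44 in BT474m1. With both drugs it stood at 1.22 above DMSO in SKBR-3 and at -0.91 in BT474m1. GATA3 (Entrez 2625) rose by 0.92 in SKBR-3, while its change in BT474m1, 0.00 (-0.06 to 0.06), was not detectable at this depth. ELF3 (Entrez 1999) rose with both drugs by 1.96 in SKBR-3 and 1.56 in BT474m1. MYC (Entrez 4609; chromosome 8, 127735434 to 127742951) changed in SKBR-3 from 2143 with DMSO to 1349.9 with lapatinib, by -0.67 (-0.75 to -0.58), to 1879 with JQ1, by -0.19 (-0.26 to -0.12), and to 1416 with both drugs. In BT474m1 it rose from 463 to 2312 with lapatinib, by 2.32 (2.22 to 2.42). It stood at 37.2 with JQ1, a change of -3.60 (-3.99 to -3.30), and at 60.1 with both drugs, a change of -2.92.

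The hormone receptor genes were read in BT474m1. ESR1 (Entrez 2099; chromosome 6, 151656672 to 152129619) rose from 840.2 with DMSO to 1827 with lapatinib, by 1.12 (1.04 to 1.21). It stood at 189.9 with JQ1, a change of -2.14, and at 249 with both drugs. PGR (Entrez 5241; chromosome 11, 101029624 to 101129813) rose from 858 to 12466 with lapatinib, by 3.86 (3.79 to 3.93), and stood at 251 with JQ1 and 290.3 with both drugs. Against lapatinib alone, both drugs changed ESR1 by -2.87 (-3.02 to -2.73) and PGR by -5.42 (-5.56 to -5.30). In SKBR-3, PGR was at 3.06 or lower in the 4 libraries and ESR1 at 16.9 or lower.

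Markers of BET inhibition were read for the response to JQ1. HEXIM1 (Entrez 10614) rose with JQ1 by 0.81 (0.75 to 0.87) in SKBR-3 and by 1.27 (1.21 to 1.34) in BT474m1. SERPINI1 (Entrez 5274) rose by 0.94 and 1.36, and ZCCHC24 (Entrez 219654) by 0.44 and 0.83. ZMYND8 (Entrez 23613) changed by -1.44 and -2.16.

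The genes with the largest changes shared by the lines were listed by the rule set beforehand. With lapatinib, UHRF1, MCM10, ORC1, MYBL2 and NEIL3 fell most, with UHRF1 at -4.57 in SKBR-3 and -5.06 in BT474m1. CALCOCO1 rose most, by 2.97 and 3.54, followed by SLC1A2 (2.67 and 3.18), SYTL5 (2.61 and 3.17), PIK3IP1 (2.57 and 2.60) and B4GALNT3 (2.53 and 2.84). With JQ1, IGFBP5 fell most, at -4.88 and -4.76, followed by MAB21L4, TARP, ZNF618 and GGT6. The histone gene H4C14 rose most, by 4.25 and 3.36. It was followed by the histone genes H2AC11 and H2BC8, then MAP2 (2.77 and 2.74) and the histone gene H2AC8. Single histone genes are uncertain, because near-identical copies share reads. With both drugs, RRM2 fell most, at -8.47 and -7.16, followed by CDC45, BIRC5, UHRF1 and SPC25. UHRF1 had 1 read left in SKBR-3 and was at least 531-fold lower than with DMSO, and SPC25 had 0 reads and was at least 239.7-fold lower. H3C14 rose most with both drugs, by 3.87 and 4.31, followed by SEMA6C, CALCOCO1 (3.62 and 3.98), F8 (4.71 and 3.47) and H4C14. Of the genes raised most by lapatinib, SLC1A2 was at 0.29 and -0.38 against DMSO with both drugs, and both drugs lowered SYTL5 against lapatinib by -4.10 and -2.94. CALCOCO1 was higher with both drugs than with lapatinib, by 0.65 and 0.44.

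The medians of 14 gene lists were compared with those of 10000 random lists matched on expression, in 112 comparisons. Of these medians, 25 lay below the central 95% of the random lists and 28 above it. A filter at 100 moved these values most, and took the histone genes with both drugs in SKBR-3 from 1.33 to 2.94. The median of 11 proliferation genes was -3.79 with lapatinib in SKBR-3 and -4.82 in BT474m1, below each of the random lists in both lines. With JQ1 it was -0.60 (percentile 1.38) and -0.95 (percentile 0.04). Adding JQ1 to lapatinib changed it by -2.61 in SKBR-3, below each of the random lists, and by 0.03 in BT474m1 (percentile 66.3). The median of 10 genes that report MAPK output changed with lapatinib by -1.54 (percentile 0.03) in SKBR-3 and -2.32 in BT474m1. With JQ1 it rose by 0.94 in SKBR-3, above each of the random lists, and changed by -0.42 (percentile 14.8) in BT474m1. The median of 13 FOXO targets rose with lapatinib by 1.45 in SKBR-3 and 0.81 (percentile 99.99) in BT474m1, and with both drugs by 1.81 and 1.10.

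The median of 45 histone genes changed with lapatinib by -0.38 (percentile 0.18) in SKBR-3, which became 0.31 under a filter at 100, and by 0.53 (percentile 90.9) in BT474m1. With JQ1 it rose by 2.33 and 1.22, above each of the random lists in both lines. The median of 13 cholesterol synthesis genes changed with lapatinib by -0.44 (percentile 0.28) in SKBR-3 and -1.86 in BT474m1, and with JQ1 by 0.52 (percentile 99.98) and 0.12. The 4 ERBB receptors had a median of 1.21 with lapatinib in SKBR-3 (percentile 99.8) and 0.58 in BT474m1 (percentile 96.9). The 15 transcription factors of the study had a median of 0.74 with lapatinib in SKBR-3 (percentile 99.9) and 0.25 in BT474m1 (percentile 92.4). The SKBR-3 median was the value of PGR, which had 2 reads there with DMSO and 4 with lapatinib (interval -1.71 to 4.56). Its size is therefore uncertain. With both drugs the 15 factors were at 0.59 in SKBR-3 and -0.45 in BT474m1. The 28 FOX genes kept had a median of 0.55 with lapatinib in SKBR-3 (percentile 99.7) and 0.77 in BT474m1 (percentile 99.9). The 13 genes of the HER2 amplicon had a median of -0.03 with lapatinib in SKBR-3 and 0.23 in BT474m1. The direction of the former changed with the mean, to 0.18.

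**Figure D3:**
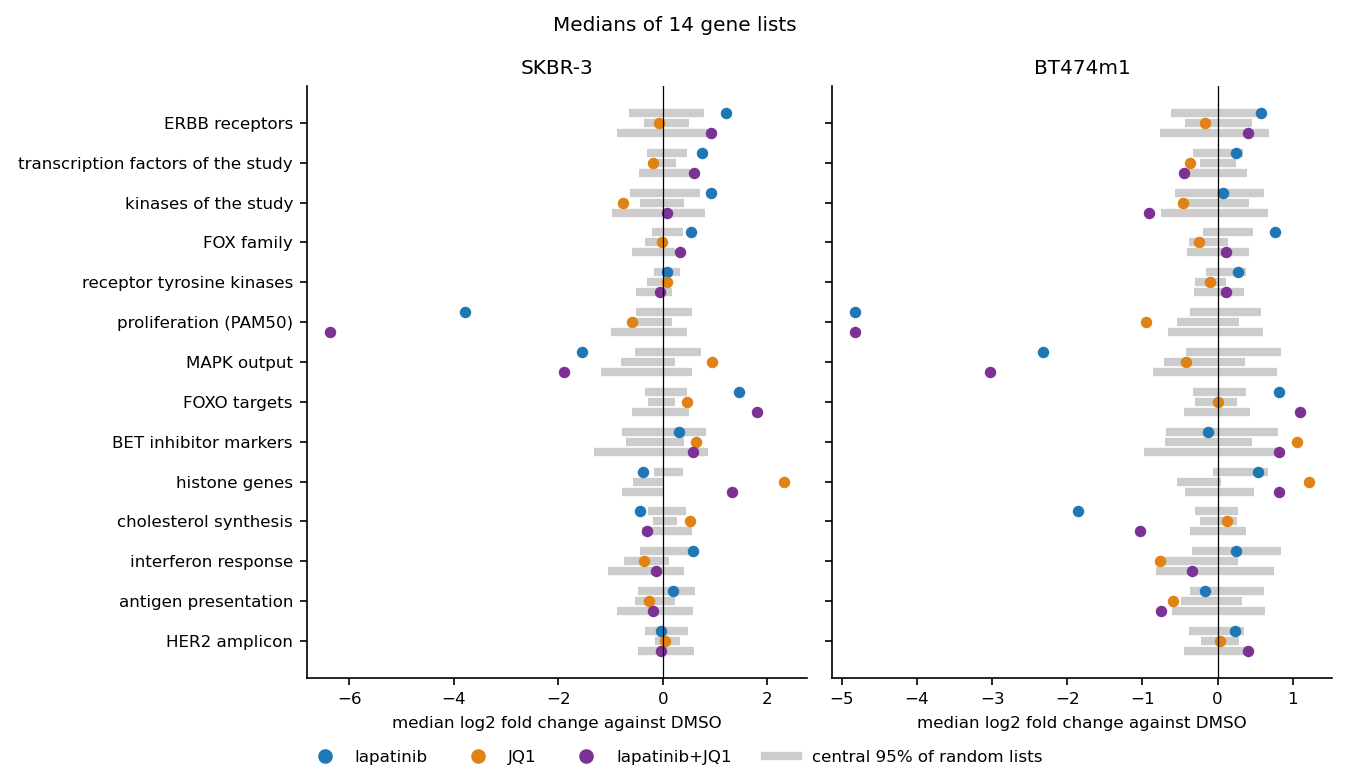
Median log2 fold change against DMSO of 14 gene lists (points) with lapatinib, JQ1 and both drugs in SKBR-3 and BT474m1, with grey bars for the central 95% of 10000 random lists matched on expression. The proliferation median lay at -3.79 and -4.82 with lapatinib, and the histone median at 2.33 and 1.22 with JQ1, outside the bars in both lines.

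The study asked whether JQ1 blocks the response to lapatinib, and the genes that lapatinib raised at least 2-fold were followed into the library with both drugs. In SKBR-3 the 1598 genes had a median log2 fold change of 1.4 with lapatinib, -0.0031 with JQ1 and 1.01 with both drugs. With both drugs, 786 of them (49.2%) were less than 2-fold above DMSO, 323 (20.2%) were at or below DMSO, 535 (33.5%) were at least 2-fold lower than with lapatinib, and 493 (30.9%) were higher than with lapatinib. In BT474m1 the 2023 genes had medians of 1.57, 0.02 and 1.37. With both drugs, 742 (36.7%) were less than 2-fold above DMSO, 328 (16.2%) were at or below DMSO, 515 (25.5%) were at least 2-fold lower than with lapatinib, and 849 (42.0%) were higher.

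Choosing genes on the lapatinib library favours a fall in the next library, so the genes were also chosen in the other line. This alternative moved the results most other than random genes. In SKBR-3 the 2023 genes chosen in BT474m1 had a median of 0.58 with lapatinib and 0.14 with both drugs, and 24.4% were at least 2-fold lower with both drugs than with lapatinib. Among random genes matched on expression to the 1598 genes raised in SKBR-3 itself, the share was 24.1%, against 33.5% of those genes. In BT474m1 the 1598 genes chosen in SKBR-3 had medians of 0.77 and 0.59, and 22.5% were at least 2-fold lower. Among random genes matched to the 2023 genes raised in BT474m1 itself, the share was 19.1%, against 25.5% of those genes.

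**Figure D4:**
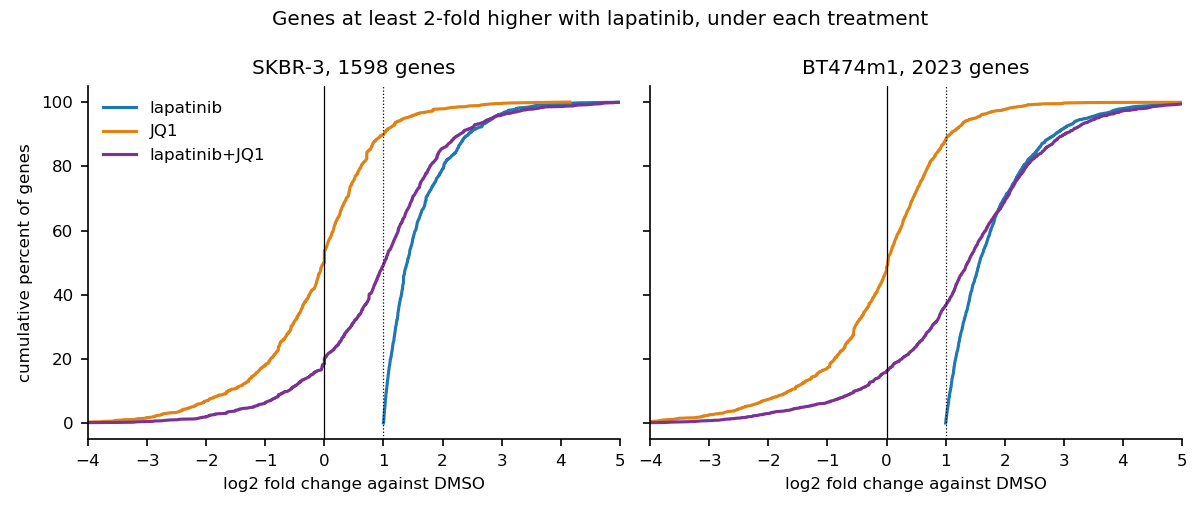
Cumulative percent of the genes at least 2-fold higher with lapatinib (1598 in SKBR-3, 2023 in BT474m1) against their log2 fold change over DMSO, with lines for lapatinib, JQ1 and both drugs, a solid vertical line at no change and a dotted one at a 2-fold rise. With both drugs the curve crossed the 2-fold line at 49.2% of genes in SKBR-3 and 36.7% in BT474m1.

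Of 40 receptor tyrosine kinase genes kept, lapatinib raised 10 at least 2-fold in SKBR-3 and 9 in BT474m1, and lowered 2 and 5. With both drugs, 5 of the 10 in SKBR-3 and 2 of the 9 in BT474m1 were less than 2-fold above DMSO. The medians of the raised kinases went from 1.39 with lapatinib to 0.92 with both drugs in SKBR-3, and from 2.26 to 2.14 in BT474m1. In each line 6 of the raised kinases were lower with both drugs than with lapatinib, 2 of them at least 2-fold.

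The change with both drugs was also set against the sum of the changes with the single drugs. Across genes, the Pearson r was 0.854 in SKBR-3 and 0.901 in BT474m1, with slopes of 0.843 and 0.790, and each term shares the DMSO library. In SKBR-3, 563 genes were at least 2-fold above the sum and 1093 at least 2-fold below it. In BT474m1 the counts were 681 and 682. A pseudocount of 10 moved these counts most, from 563 to 131 genes above the sum in SKBR-3.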

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

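The difference between the lines was found first for each gene named here, and the tests on scaling, on a mislabelled or exchanged library and on the spread between libraries were chosen only after the result was seen. The test for contamination between the lines was written before its value was known.

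For 7 results among the named genes against DMSO, the lines moved in opposite directions under the same drug. Each line moved by at least 0.5 on the log2 scale, with an interval that excluded no change. Both drugs against lapatinib were left out of this count, although CDK1 met the same rule there, at -1.88 in SKBR-3 and 0.65 in BT474m1. The differences between the lines themselves were not tested, since each group held 1 library. With lapatinib, FOXA1 rose by 0.60 in SKBR-3 and changed by -0.53 in BT474m1, a difference of 1.13. MYC changed by -0.67 and rose by 2.32, a difference of -2.99. TOX3 rose by 2.15 (1.85 to 2.5) and changed by -0.68 (-0.75 to -0.60), a difference of 2.82. SERPINI1 rose by 1.0 (0.62 to 1.42) and changed by -1.53 (-2.24 to -0.97), a difference of 2.53. With both drugs, XBP1 was at 1.22 in SKBR-3 and -0.91 in BT474m1, a difference of 2.13. SPDEF was at 0.59 and -0.93, a difference of 1.52, and TRIB3 at 0.62 and -1.60, a difference of 2.21. Each single drug moved XBP1 in the same direction in both lines, lapatinib by 1.88 and 0.44 and JQ1 by -0.83 and -1.08. With lapatinib alone, SPDEF changed by 0.71 and -0.42, and TRIB3 by 0.97 and -0.38.

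The 4 opposite lapatinib responses, and all 7 of the results, had opposite directions under 3 scalings and 2 pseudocounts. The scalings shifted the median of all genes by at most 0.14, less than the 0.5 by which the genes were chosen, so this could not have come out otherwise and shows no stability. A scaling error of a larger size was not tested. The same pattern was then counted among all genes with a value of 100 or more. With lapatinib it appeared in 177 of 9681 genes (1.83%), against 4 of the 37 named genes considered, and with both drugs in 280 of 9590 genes (2.92%), against 3 of 37. With JQ1 it appeared in 53 of 9422 genes (0.563%) and in 0 of 37. The 37 named genes were not held to the minimum of 100, so the shares are not strictly alike. SERPINI1, counted with lapatinib, stood below it in BT474m1, at 50.4 with DMSO and 16.9 with lapatinib. How often the pattern would appear between repeat cultures of one line was not measured, so these results cannot be told apart from a spread between libraries.

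For MYC, a mixture of the lines was tested. MYC stood at 2312 in the BT474m1 library with lapatinib and at 2143 or lower in the SKBR-3 libraries, so that no mixture of SKBR-3 RNA with that of BT474m1 could have given its value. Genes high in SKBR-3 allowed at most 0.0943% of SKBR-3 RNA there. Its SKBR-3 change nearest to 0 under the 3 scalings was -0.67, a distance that these scalings could not have crossed. A lapatinib library exchanged with that of DMSO or JQ1 was tested with the MAPK output genes, which fell with lapatinib in both lines, with -1.54 as the median nearest to 0 (-0.77 with a pseudocount of 10). These genes also fell with both drugs, by -1.88 and -3.03, so they do not address an exchange with that library. For that, ZMYND8 was read, which JQ1 lowered: it changed by 0.19 and 0.33 with lapatinib, and by -2.07 and -2.01 with both drugs. A response of MYC that depends on the line may remain, as a hypothesis that cannot be told apart from the spread between libraries or from a scaling error larger than those tried.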

How the results depend on the processing

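The alternatives were set before the data were examined, except that the count of genes whose interval excluded no change was chosen only after the result was seen. No paired analysis was possible because each group held 1 library. Where a value changed with a setting, the cause was not tested.

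Of the 428 values that the comparisons took under the alternatives, 332 stayed the same in the sense set for them, 86 moved, 5 reversed, 4 no longer passed the random lists and 1 newly passed them. A count stayed the same within 1.5 times its size, a gene list median if it kept its direction and its side of the random lists, and any other value within its 95% interval, from 200 resamples of the genes where it summarised genes. Under the other scalings, 146 of the 148 comparison values stayed the same. These scalings shifted the median of all genes by at most 0.14, so most of these values could hardly have moved, and the count shows little stability. With equal totals, lapatinib lowered 1444 genes and raised 1433 in SKBR-3 (50.2% fell), against 1362 and 1598. All 16 counts of changed genes stayed within 1.5 times their size when only genes whose interval excluded no change were counted. Scaling to equal totals shifted the median of all genes by up to 0.14 on the log2 scale, in SKBR-3 with JQ1, and changed the share of changed genes that fell by up to 7.11 percentage points. Depth limits the calls for genes with few reads: of 12124 unchanged simulated genes 41 were called changed, and 0 of the 9584 at 100 or more were. The simulated genes left out those low in both simulated libraries, which the filter used here could keep.

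With a pseudocount of 10, lapatinib raised 1028 genes in SKBR-3 in place of 1598, and JQ1 raised 312 in place of 541 and lowered 934 in place of 1708. Both drugs against lapatinib raised 240 in place of 465 and lowered 1508 in place of 2342 there. In BT474m1, JQ1 raised 442 in place of 694, and both drugs raised 462 against lapatinib in place of 751. The r between the lines became 0.586 with lapatinib, 0.502 with JQ1 and 0.60 with both drugs. The genes raised in both lines became 311 with lapatinib in place of 634, 96 with JQ1 in place of 168, 407 with both drugs in place of 643 and 72 for both drugs against lapatinib in place of 164. Those lowered in both lines became 370 with JQ1 in place of 766 and 497 for both drugs against lapatinib in place of 911. Of the genes raised by lapatinib, 26.5% fell at least 2-fold with both drugs in SKBR-3, and in BT474m1 the median became 1.17, with 42.2% under 2-fold. Against the sum of the single drugs, r and slope became 0.902 and 0.920 in SKBR-3, with 131 genes above and 496 below, and 0.919 and 0.807 in BT474m1, with 307 above and 357 below. The receptor tyrosine kinases with JQ1 in SKBR-3, at 0.038, no longer passed the random lists.

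With a filter at 100, JQ1 raised 339 genes in SKBR-3 and lowered 1011, and raised 413 and lowered 1047 in BT474m1 in place of 1701. Both drugs against lapatinib raised 302 and lowered 1502 in SKBR-3, and raised 434 and lowered 1146 in BT474m1 in place of 1807. In BT474m1 lapatinib raised 1143 in place of 2023 and both drugs raised 1227 in place of 2045. The r between the lines became 0.624 with lapatinib, 0.547 with JQ1, 0.647 with both drugs and 0.481 for both drugs against lapatinib. JQ1 lowered 499 genes in both lines, and both drugs raised 103 in both against lapatinib. Of the genes raised by lapatinib, those in SKBR-3 had a median of 1.11 with both drugs, with 44.7% under 2-fold and 27.6% at least 2-fold lower than with lapatinib, and those in BT474m1 a median of 1.22 with 40.9% under 2-fold. Against the sum, r and slope became 0.890 and 0.941 in SKBR-3, with 233 above and 606 below, and 0.922 and 0.804 in BT474m1, with 314 above and 325 below.

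The filter at 100 also reversed gene list medians. The receptor tyrosine kinases became -0.0058 with JQ1 in SKBR-3 and -0.16 with both drugs in BT474m1, and the histone genes 0.31 with lapatinib in SKBR-3. The histone genes with lapatinib in BT474m1 newly passed the random lists, at 0.81. Among the other lists, the FOX family became -0.046 with both drugs in BT474m1. The interferon response became 0.38 with JQ1 and 0.79 with both drugs in SKBR-3 and 0.083 with both drugs in BT474m1. Antigen presentation became -0.17 for both drugs against lapatinib in SKBR-3 and 0.0078 with lapatinib in BT474m1.

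With no filter, the r between the lines became 0.453 with lapatinib, 0.401 with JQ1, 0.506 with both drugs and 0.362 for both drugs against lapatinib. The genes raised by lapatinib had a median of 0.90 with both drugs in SKBR-3, with 53.3% under 2-fold and 37.7% at least 2-fold lower than with lapatinib, and 1.23 in BT474m1, with 40.9% and 28.8%. Against the sum, r and slope became 0.824 and 0.769 in SKBR-3, with 922 above, and 0.868 and 0.738 in BT474m1, with 1214 above and 1187 below. The receptor tyrosine kinases with JQ1 in SKBR-3, at 0.00, no longer passed the random lists. The interferon response became -0.0073 with lapatinib in BT474m1 and antigen presentation -0.17 for both drugs against lapatinib in SKBR-3.

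With genes chosen in the other line, the median with both drugs became 0.14 in SKBR-3, with 75.8% under 2-fold and 24.4% at least 2-fold lower than with lapatinib, and 0.59 in BT474m1, with 65.1% and 22.5%. Random genes gave -0.19, 86.9% and 24.1% in SKBR-3 and 0.059, 77.4% and 19.1% in BT474m1. The random genes were matched to the genes raised in the line itself, and not to those chosen in the other line.

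Scaling by the median of ratios moved the median of the genes raised by lapatinib in SKBR-3 to 1.07 with both drugs. In SKBR-3 it also reversed the transcription factors of the study, to 0.050 for both drugs against lapatinib, and the HER2 amplicon, to 0.0014 with both drugs. Scaling to equal totals reversed the FOXO targets in BT474m1 with JQ1, from 0.00 to -0.023. In SKBR-3 it reversed the kinases of the study with both drugs, to -0.0032, the HER2 amplicon with JQ1, to -0.10, and for both drugs against lapatinib, to -0.034, and GATA3 with JQ1, from 0.14 to -0.0019.

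With the mean of a list, the receptor tyrosine kinases reversed to -0.13 with JQ1 in SKBR-3, where the proliferation genes with JQ1, at -0.46, and the MAPK output genes with both drugs, at -1.23, no longer passed the random lists. In SKBR-3 the kinases of the study became -0.0092 with lapatinib and -0.95 with both drugs, the interferon response 0.13 with both drugs, and the HER2 amplicon 0.18 with lapatinib and 0.13 with both drugs. For both drugs against lapatinib there, the FOX family became -0.25, the MAPK output genes 0.21, the BET inhibitor markers -0.18, antigen presentation -0.29 and the HER2 amplicon -0.048. In BT474m1 the kinases became -0.78 with lapatinib, the amplicon -0.087 with JQ1, and the proliferation genes -0.0035 for both drugs against lapatinib.

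Of the other gene list values, 434 kept their direction and their side of the random lists, 21 no longer passed them and 11 newly did. Among the named genes, 1369 values stayed within their counting interval, 166 moved outside it and 1 reversed.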

Other observations

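The tests on arrest of proliferation, on scaling, on low counts, on the amplicon, on the read floor and on FOXO3B were chosen only after the result was seen. The tests on near-identical histone copies, on RNA without a poly(A) tail, on estrogen receptor activity, on a general fall, on gene length and on fatty acid synthesis were written before their values were known. Each pattern was noticed in these libraries, so each explanation offered is a hypothesis. A spread between cultures was not measured for any of them.

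JQ1 raised the median of 45 histone genes by 2.33 in SKBR-3 and by 1.22 in BT474m1. Arrest of proliferation as a source was set against lapatinib, which lowered the proliferation genes further than JQ1 did. The larger histone median with lapatinib was 0.53, below that with JQ1 in its line, so arrest alone did not account for the rise. Reads shared between near-identical copies were tested on 27 histone genes with whole read numbers in the 8 libraries, and these rose by 2.30 and 1.24. The lowest JQ1 median over 3 scalings was 1.20, but these scalings shift all genes by too little to have brought it under 1. Entry of RNA without a poly(A) tail into the JQ1 libraries was tested with 17 small RNAs that lack the tail, whose JQ1 medians were 0.00 and 0.51. Only 3 of them in SKBR-3 and 8 in BT474m1 had at least 30 reads, and that read minimum was set after the values were seen. The rise may be a response of histone transcripts to JQ1, but it cannot be told apart from entry of RNA without a poly(A) tail.

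In BT474m1, ESR1 and PGR rose with lapatinib and stood below DMSO with both drugs. Estrogen receptor activity was tested with 18 other targets of the receptor, listed after the values of ESR1 and PGR had been seen. Their median rose by 1.34 with lapatinib, at percentile 100 of the random lists, with 16 of 18 genes higher. With JQ1 it changed by -0.71 (percentile 0.22), and with both drugs by -0.68 (percentile 0.68). Both drugs against lapatinib changed it by -1.95, with 17 of 18 genes lower. A general fall of genes raised by lapatinib was tested with random genes matched on their lapatinib change, whose median was -0.13 (-0.78 to 0.30), and the targets lay at percentile 0.01 of them. In SKBR-3, where ESR1 was near the floor, the targets changed by -0.02 with lapatinib (percentile 31.5) and by -0.33 with both drugs against lapatinib (percentile 26.2). A candidate explanation is that lapatinib raised, and JQ1 lowered, estrogen receptor activity in BT474m1, which cannot be told apart from a spread between libraries.

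Both drugs lowered the proliferation genes further than lapatinib in SKBR-3, where 11 of 11 genes were at least 2-fold lower, and 1 of 11 was in BT474m1. A floor in BT474m1 was tested by the reads left with lapatinib there: 11 of 11 genes had at least 30 reads (lowest 32.4, median 67), so a further fall could have been seen. Under the 3 scalings the SKBR-3 median nearest to 0 was -2.56, a distance that they could not have crossed. A combined effect that is stronger in SKBR-3 may be an explanation, although the difference between the lines was not tested and the spread between libraries is unknown.

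ERBB2 rose with lapatinib in SKBR-3 by 1.30. A change of the whole amplicon was tested with its 12 other genes, whose median was -0.060, with 5 of 12 higher. Of the 12, 1 rose at least as much as ERBB2: GRB7, by 1.77, chosen after its values were seen. The rise was thus not shared by the amplicon as a whole.

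JQ1 lowered more genes than it raised. Gene length as a source was tested with the Spearman rho across 14342 genes between genomic length and the JQ1 change, which was -0.0587 in one line and 0.0186 in the other. Among genes at 100 or more, the lower of the lines' shares of changed genes that fell was 71.7%. Neither length nor low counts accounted for the excess. The lowest share over the lines and 3 scalings was 70.7%, but a shift of 0.14 upward, as large as any of these scalings gave, would have left 67.7% in SKBR-3 and 60.0% in BT474m1. The excess therefore cannot be told apart from a scaling error larger than those tried. These values are relative to the other genes of the same library, and a change in total RNA per cell could not be seen.

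FASN was the highest gene of SKBR-3 with JQ1, at 297865, and SCD that of BT474m1 with JQ1, at 127178, both chosen after their values were seen. JQ1 changed FASN by 1.63 and 0.85 and SCD by 1.53 and 1.12. A rise of fatty acid synthesis genes as a group was tested with 10 others, whose JQ1 medians of 0.25 and 0.08 lay at percentiles 95.2 and 73.6 of the random lists, so a rise of the group was not shown. Lapatinib changed the same 10 genes by -0.98 in BT474m1 and by -0.29 (percentile 6.46, within the random lists) in SKBR-3.

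The ratio of FOXO3B to FOXO3 differed by 1.48-fold over the 8 libraries, while FOXO3 itself differed by 13.1-fold. This is consistent with reads shared between FOXO3 and its near-identical copy, so FOXO3B was not read as a separate gene. The highest gene of the remaining libraries was H19 in SKBR-3 with DMSO (159004), ERBB2 in SKBR-3 with lapatinib (277859) and with both drugs (277872), LASP1 in BT474m1 with DMSO (97839), IGFBP5 with lapatinib (136501) and MALAT1 with both drugs (135223). Of these, H19, LASP1 and MALAT1 were chosen after their values were seen.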
